A study of Mus musculus with 12 samples. Its data were reported in "Differential susceptibility of male and female germ cells to glucocorticoid-mediated signaling" (2024).

How the data were processed

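RNA was sequenced in bulk from 12 libraries of newborn mouse testis. The mice carry a transgene in which the Pou5f1 (OCT4) promoter drives green fluorescent protein (GFP), so that germ cells fluoresce. Dexamethasone (dex), a synthetic ligand of the glucocorticoid receptor, was injected into pregnant dams at embryonic days 17.5 and 18.5 and into the pups at postnatal day 0, each time at 10 μg per g of body weight. Control animals received saline. On postnatal day 1 the testes were dissociated and sorted into GFP-positive germ cells and GFP-negative somatic cells. Each library's group and replicate number came from its label, which gives 4 groups of 3 libraries: dex germ, saline germ, dex somatic and saline somatic. Per the study, a replicate held testes pooled from at least 2 litters dosed separately.

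The authors had mRNA selected on poly-dT beads, sequenced it as paired ends, aligned the reads to the mouse genome mm10 (GRCm38) with Hisat2 and counted reads per gene with featureCounts. The deposited count table holds these raw counts, with no normalization, for 54532 genes. The authors also deposited FPKM values. Within a library each FPKM was the count divided by gene length and by one constant, and that constant was 0.956 to 1.04 times the library's total count. The authors fitted dex against saline in each population with DESeq2, and the deposited result tables give the log2 fold change of dex over saline, the p-value and the Benjamini-Hochberg adjusted p-value. Those tables list only genes with an unadjusted p-value under 0.05, 2761 genes for germ cells and 2877 for somatic cells. The annotation release and the strand setting of the counting are not stated. Of the gene identifiers, 99.8% were found in GENCODE release M21, and 98.3% of these had identical coordinates there. GC content was taken from that release.

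Raw counts were the input of every comparison except the fits on FPKM. Calculations used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. For each comparison the 6 libraries concerned were fitted alone with the quasi-likelihood test of edgeR, with TMM normalization and genes kept by filterByExpr at a minimum count of 10. A gene is called where its Benjamini-Hochberg adjusted p was at or under 0.05. The standard error (SE) of a log2 fold change is its size divided by the square root of the F statistic. The 3 comparisons of this kind were dex against saline in germ cells, dex against saline in somatic cells, and germ against somatic cells in saline. The difference between the dex effects of the populations (germ minus somatic) was tested as a contrast over all 12 libraries. CPM values are counts scaled to library size by TMM over all 12 libraries and given as mean ± SD of 3 libraries, and log2 CPM used a prior count of 2. Overlap of calls was tested with Fisher's exact test, two-sided.

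Lists of genes were written down from general knowledge, and 7 of them were tested as sets with camera from limma, two-sided, at a preset correlation between genes of 0.01, adjusted over 14 tests in both populations together. They are glucocorticoid response genes, SR and hnRNP splicing factors, core spliceosome genes, mitosis genes, DNA replication genes, collagens and other matrix genes, and ribosomal protein genes. The study had described splicing, mitosis, extracellular matrix and glucocorticoid response terms in these libraries, and lists for these themes were chosen for that reason. The same 7 sets were tested on the difference between populations. A list of 17 splicing factors that the study marked as lower in these germ cells was counted but not tested as a set, and 9 of its genes are also in the SR and hnRNP list and 1 in the core spliceosome list. A further 10 lists of marker genes cover germ, Sertoli, Leydig, peritubular and stromal, endothelial and erythroid cells, macrophages, lymphocytes, Y-linked genes and the inactive X chromosome (Xist alone). The comparisons with their tests, the lists, the rule for naming genes and all alternatives except the GC and gene length correction and the thinning were chosen before the data were examined.

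The rule named, in each dex comparison, the 5 protein-coding genes with the largest rise and the 5 with the largest fall among called genes with an average log2 CPM of at least 2 and dex libraries that did not overlap the saline libraries. For the difference between populations it named the 3 largest in each direction, by the same filters on call and level. In addition, 11 genes were fixed whatever their values: Nr3c1, Tsc22d3, Klf9, Per1, Fkbp5 and Zbtb16, and the splicing factors Tra2b, Srsf7, Hnrnpa2b1, Hnrnph3 and Prpf31, which the study chose from these libraries for measurement by qRT-PCR. The sort markers Pou5f1, Ddx4, Dazl, Amh, Sox9, Star and Cyp11a1 were fixed too.

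Library totals lay between 18459692 and 25178477 counts. A count of 0 allows up to 3 counts, which is 0.119 to 0.163 CPM depending on the library, and a fold against a group whose libraries were all at or under 3 counts is given as a lower bound. Such floors cover counting error only. The tests were tried on simulated data with the depth and spread of these libraries and 200 changed genes. With 3 libraries against 3, edgeR recovered 33.5% of 1.5-fold changes, 62.5% of 2-fold changes and 84.5% of 4-fold changes, with 3, 17 and 12 false calls. DESeq2 recovered 42.5%, 64% and 83.5%, with 15, 19 and 26 false calls. The contrast over 12 libraries recovered 43.5% of 2-fold differences.

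Alternatives were DESeq2 size factors or library totals in place of TMM, every gene with a count or genes with at least 10 counts in every library in place of filterByExpr, the DESeq2 Wald test, all 12 libraries fitted together, the replicate number as a block, protein-coding genes alone, limma-trend on log2 FPKM with a pseudocount of 1 or 0.1, each library left out in turn, and for the sets the fry rotation test and an estimated correlation. A correction for GC content and gene length and a thinning of all libraries to the smallest total were added after the data had been seen. Sharing of sequence between genes was measured as the percent of 64-base words in a gene's transcripts that also occur in another gene. All splits of 6 libraries into 3 and 3, of which there are 10, were refitted, and for the difference 100 splits were drawn. Splicing of individual exons was left out, since it needs reads and the tables give counts per gene. The columns of the deposited result tables other than fold change and p-values were not used.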

Results

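Gene expression was measured in 12 libraries of sorted cells from testes at postnatal day 1, with 3 libraries in each of the groups dex germ, saline germ, dex somatic and saline somatic. The total counts of replicates 1, 2 and 3 were 20483369, 25178477 and 20461606 in dex germ cells and 21711393, 18459692 and 19881194 in saline germ cells. They were 19012211, 21304473 and 20707119 in dex somatic cells and 20203165, 24718391 and 21058301 in saline somatic cells. Mitochondrial genes took 1.53% to 2.85% of the counts of a library. No replicates were copies of each other, since the counts of every pair within a group differed by more than sampling noise. Pearson's r of log2(CPM + 1) across genes within groups lay between 0.994 and 0.996. The first principal component held 87.3% of the variance and separated germ from somatic libraries. The labels give no batch or date of sequencing.

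The comparison of germ with somatic cells in saline asks how well the sort separated the populations, and how much transcript of the glucocorticoid receptor gene each held without treatment. edgeR tested 18870 genes and called 14441, of which 7512 were higher in germ cells and 6929 higher in somatic cells. For 14229 of the called genes the germ libraries did not overlap the somatic libraries, a separation that chance gives for 10% of genes. The count moved most when only genes with at least 10 counts in every library were tested, to 10805, and it lay between 13964 and 14851 across the fits that each left out 1 library. With library totals in place of TMM the median log2 fold change of all genes moved from 0.072 to 0.21. Ddx4, a germ cell gene, stood at 599 ± 27.004 CPM in germ cells and 1.38 ± 0.358 CPM in somatic cells (SD, n = 3; edgeR adjusted p 1.7e-12). Dazl stood at 1177 ± 113 and 1.42 ± 0.524 CPM, and Pou5f1, whose promoter drives the GFP, at 86.9 ± 4.23 and 0.1995 ± 0.198 CPM. The Sertoli cell gene Amh stood at 12.1 ± 1.99 CPM in germ cells and 1781 ± 135 CPM in somatic cells, and Sox9 at 7.65 ± 0.984 and 211 ± 21.5 CPM. The Leydig cell genes Star and Cyp11a1 were lower in germ cells by log2 fold changes of -2.53 and -4.37. Nr3c1, the receptor gene (ENSMUSG00000024431, GRCm38 chromosome 18, 39410545 to 39491301), stood at 95.3 ± 3.56 CPM in germ cells and 36.7 ± 8.10 CPM in somatic cells, with all 3 germ libraries above all 3 somatic libraries. Its log2 fold change was 1.37 ± 0.14 (SE), with an edgeR adjusted p of 1.6e-06.

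The comparison of dex with saline in germ cells asks which transcripts of the male germ line respond to glucocorticoid. edgeR tested 18550 genes and called 231, of which 137 were higher and 94 lower with dex, and 51 changed by at least 1 on the log2 scale. At an unadjusted p under 0.05 there were 2736 genes. The dex libraries did not overlap the saline libraries in all 231 called genes and in 20.005% of all genes tested, against 10% by chance. The biological coefficient of variation was 14.4%. The count moved most with limma-trend on log2(FPKM + 0.1), to 6, and it was 675 with DESeq2. Leaving out 1 library gave 49 genes without saline replicate 1, 75 without saline replicate 2, 102 without dex replicate 3 and 115 without dex replicate 1, and 213 and 265 without saline replicate 3 and dex replicate 2. The deposited DESeq2 table has 677 genes with an adjusted p at or under 0.05, 348 higher and 329 lower. Of the 231 genes called by edgeR, 223 are among them.

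Among genes named by the rule, Map3k6 (ENSMUSG00000028862, chromosome 4, 133240818 to 133252929) rose from 14.9 ± 2.51 CPM in saline to 63.1 ± 13.4 CPM in dex germ cells (SD, n = 3). Its log2 fold change was 2.08 ± 0.16 (SE), with an edgeR adjusted p of 2.9e-05. Hhipl1 (ENSMUSG00000021260, chromosome 12, 108306270 to 108330869) rose from 2.14 ± 0.842 to 10.6 ± 0.559 CPM, by 2.31 ± 0.26 (adjusted p 0.00057). Ddit4 (ENSMUSG00000020108, chromosome 10, 59949669 to 59951834) rose from 36.7 ± 10.7 to 113 ± 26.1 CPM, by 1.61 ± 0.18 (adjusted p 0.00057). Apoa1 (ENSMUSG00000032083, chromosome 9, 46228580 to 46230466) rose from 2.89 ± 0.266 to 9.0012 ± 3.44 CPM, by 1.63 ± 0.26. The fifth was Sumo2 (ENSMUSG00000020738, chromosome 11, 115523102 to 115536276), which rose from 22.3 ± 10.4 to 103 ± 36.6 CPM, and 17.6% of its 64-base words occur in another gene. The falls of the rule were Gm1140 (ENSMUSG00000079578, chromosome X, 67682900 to 67693562) with a log2 fold change of -3.50, Rspo2 (ENSMUSG00000051920, chromosome 15, 43020794 to 43170826) with -1.68, Gstm2 (ENSMUSG00000040562, chromosome 3, 107981702 to 107986453) with -1.47, Hoxb8 (ENSMUSG00000056648, chromosome 11, 96281905 to 96285315) with -1.37 and Sfrp2 (ENSMUSG00000027996, chromosome 3, 83766321 to 83774316) with -1.37. Sfrp2, the most abundant of these in germ cells, fell from 70.8 ± 15.04 to 27.7 ± 5.74 CPM (edgeR adjusted p 0.000837). Every word of Gm1140 occurs in another gene, so its counts cannot be assigned to this gene alone. Gstm2 stood at 12.3 ± 3.69 CPM in saline germ cells and 1336 ± 88.8 CPM in saline somatic cells, so its germ level is within reach of a small amount of somatic RNA. The adjusted p of Hoxb8 was 0.00902, and 0.0662 without saline replicate 1.

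**Figure D1:**
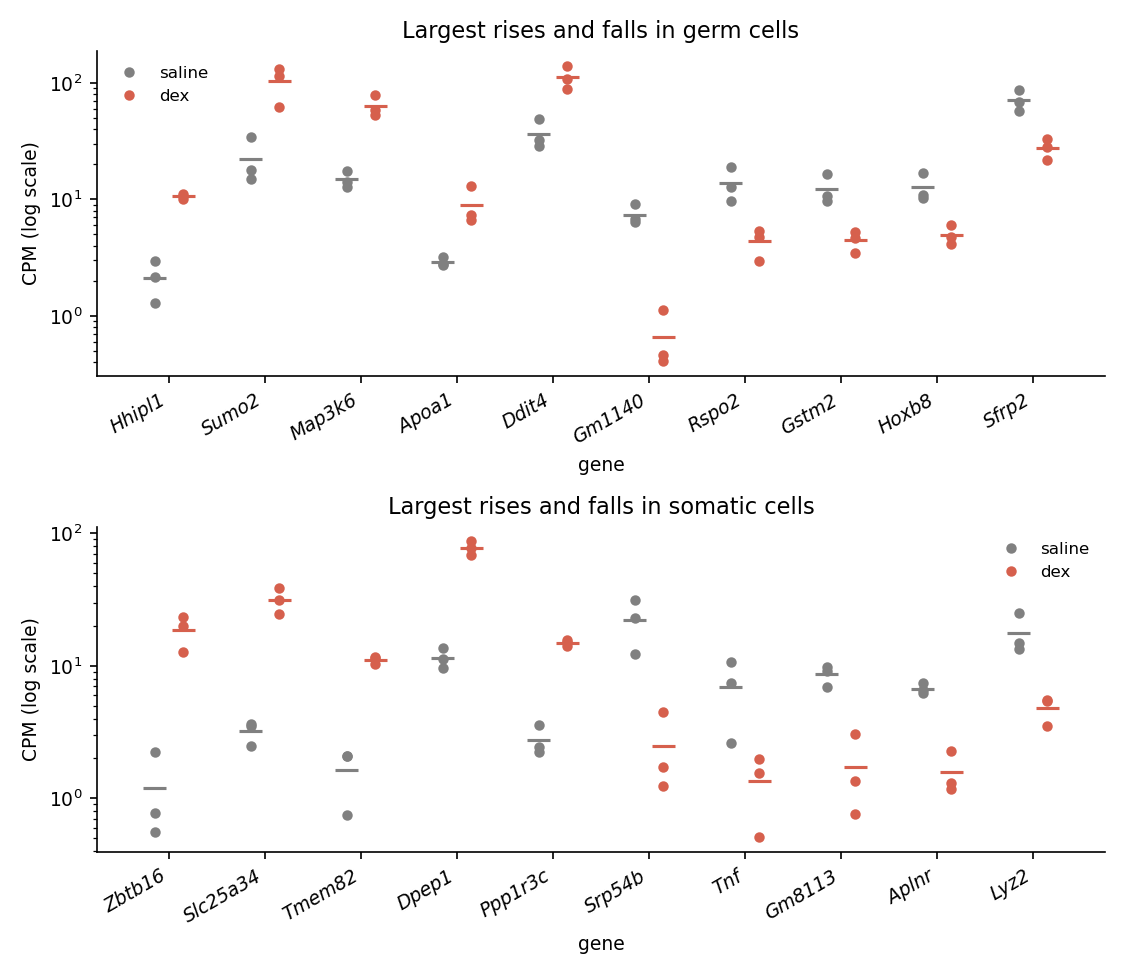
Normalised CPM per library (log scale) of the genes with the largest rises and falls in germ cells and in somatic cells, with dex in red, saline in grey and a line at the group mean of 3 libraries. In each gene the 3 dex points lie apart from the 3 saline points, as the rule required, from 14.9 to 63.1 CPM on average for Map3k6 in germ cells and from 1.19 to 18.7 CPM for Zbtb16 in somatic cells.

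The comparison of dex with saline in somatic cells asks the same of the GFP-negative cells of the testis. edgeR tested 16766 genes and called 655, of which 459 were higher and 196 lower with dex, and 168 changed by at least 1 on the log2 scale. At an unadjusted p under 0.05 there were 2701 genes. The groups did not overlap in 646 of the 655 called genes and in 21.4% of all genes tested, against 10% by chance. The biological coefficient of variation was 17.05%. The count moved most with limma-trend on log2(FPKM + 0.1), to 251, and it was 905 with DESeq2. It was 354 without saline replicate 3, 383 without saline replicate 1 and 398 without dex replicate 2, and between 444 and 547 without 1 of the other libraries. With library totals in place of TMM the share of higher genes among the calls went from 70.1% to 53.5%. The deposited DESeq2 table has 908 genes with an adjusted p at or under 0.05, 602 higher and 306 lower, and 643 of the 655 genes are among them.

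Zbtb16 (ENSMUSG00000066687, chromosome 9, 48654297 to 48836222) rose from 1.19 ± 0.915 CPM in saline to 18.7 ± 5.35 CPM in dex somatic cells (SD, n = 3), a log2 fold change of 3.98 ± 0.37 (SE) with an edgeR adjusted p of 1.6e-05. Slc25a34 (ENSMUSG00000040740, chromosome 4, 141618824 to 141623821) rose from 3.21 ± 0.636 to 31.5 ± 7.01 CPM, by 3.32 ± 0.20 (adjusted p 3.1e-07). The adjacent gene Tmem82 (ENSMUSG00000043085, chromosome 4, 141613376 to 141618633) rose from 1.64 ± 0.773 to 11.2 ± 0.753 CPM, by 2.79 ± 0.34. Dpep1 (ENSMUSG00000019278, chromosome 8, 123186242 to 123201812) rose from 11.5 ± 2.08 to 77.4 ± 9.39 CPM, by 2.78 ± 0.15 (adjusted p 5.4e-08). Ppp1r3c (ENSMUSG00000067279, chromosome 19, 36731737 to 36736653) rose from 2.76 ± 0.741 to 14.99 ± 0.788 CPM. Among the falls, Lyz2 (ENSMUSG00000069516, chromosome 10, 117277331 to 117282321) went from 17.8 ± 6.46 to 4.82 ± 1.12 CPM, a log2 fold change of -1.87 ± 0.27 (adjusted p 0.000574). Aplnr (ENSMUSG00000044338, chromosome 2, 85136225 to 85139923) went from 6.73 ± 0.641 to 1.58 ± 0.601 CPM. Tnf (ENSMUSG00000024401, chromosome 17, 35199381 to 35202007) went from 6.88 ± 4.07 to 1.35 ± 0.761 CPM with an adjusted p of 0.0194. That p was 0.153 without saline replicate 3, 0.0763 without dex replicate 2, 0.0722 without saline replicate 1 and 0.0606 without dex replicate 3. Srp54b (ENSMUSG00000112449, chromosome 12, 55155104 to 55189573) and Gm8113 (ENSMUSG00000089901, chromosome 14, 43925390 to 43933411) had log2 fold changes of -3.11 and -2.29, but 88.7% and 31.2% of their words occur in another gene, so their counts cannot be assigned to these genes alone.

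The receptor gene, 5 genes known to respond to glucocorticoid and 5 splicing factors were fixed as a list of 11. In germ cells 4 of them were called over all genes tested and 8 when adjusted over the list alone, 7 lower and 1 higher. The splicing factors were picked by the study on these libraries, so for them the count over the list alone is not independent evidence. In somatic cells 4 were called either way, all higher. Tsc22d3, Klf9 and Per1 are among them, and the study named these as induced in these somatic cells. Their somatic calls are thus not independent evidence either. Nr3c1 changed by -0.11 in germ cells (edgeR adjusted p 0.586) and by -0.15 in somatic cells (adjusted p 0.681). Its somatic log2 fold change turned to 0.016 without somatic saline replicate 2. Klf9 (ENSMUSG00000033863, chromosome 19, 23141226 to 23166911) rose in both populations, from 18.03 ± 2.21 to 38.2 ± 5.95 CPM in germ cells (log2 fold change 1.08 ± 0.14, adjusted p 0.0014) and from 6.64 ± 2.09 to 15.7 ± 1.77 CPM in somatic cells (1.27 ± 0.23, adjusted p 0.00404). Tsc22d3 (ENSMUSG00000031431, chromosome X, 140539528 to 140600659) went from 204 ± 8.99 to 159 ± 8.34 CPM in germ cells and from 40.6 ± 4.58 to 81.3 ± 4.25 CPM in somatic cells. Its log2 fold changes were -0.37 ± 0.072 (adjusted p 0.0225) and 1.03 ± 0.11 (adjusted p 8e-05). The germ call was lost without dex replicate 1 (adjusted p 0.0735), saline replicate 1 (0.116) or saline replicate 2 (0.132). Per1 (ENSMUSG00000020893, chromosome 11, 69095217 to 69109960) rose from 129.6 ± 7.34 to 212 ± 5.94 CPM in somatic cells (0.74 ± 0.081, adjusted p 8e-05) and changed by 0.10 in germ cells (adjusted p 0.682). Zbtb16, called in somatic cells, changed by -0.20 in germ cells (adjusted p 0.199), where it stood at 342 ± 26.2 CPM in saline. Fkbp5 (ENSMUSG00000024222) changed by 0.071 and 0.17 with no call in either population, and by -0.00026 in germ cells without saline replicate 1.

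Among the splicing factors, Hnrnpa2b1 (ENSMUSG00000004980, chromosome 6, 51460932 to 51469894) fell in germ cells from 866 ± 15.9 to 635 ± 49.3 CPM, a log2 fold change of -0.45 ± 0.067 with an edgeR adjusted p of 0.0047. Srsf7 (ENSMUSG00000024097, chromosome 17, 80200089 to 80207305) fell from 197 ± 14.98 to 149.7 ± 7.60 CPM, by -0.40 ± 0.077 (adjusted p 0.0224). The call of Srsf7 was lost without dex replicate 1 (0.0860), saline replicate 1 (0.0874) or saline replicate 2 (0.134). Tra2b, Hnrnph3 and Prpf31 changed by -0.22, -0.40 and -0.33 with adjusted p of 0.152, 0.116 and 0.0992, and their dex libraries lay under all saline libraries. DESeq2 called the last pair of these, at 0.0427 and 0.0337. Hnrnph3 was called by edgeR without dex replicate 2 (0.0287), and a gene overlapping it holds counts equal to 28.7% of its own. In somatic cells none of the 5 was called, with log2 fold changes from -0.16 for Hnrnpa2b1 to -0.034 for Prpf31. Srsf7 there turned to 0.0064 without dex replicate 1, and Prpf31 to 0.011 without dex replicate 3 and 0.043 without saline replicate 3. The differences between the populations in these 5 genes were not called (adjusted p 0.266 to 0.893).

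**Figure D2:**
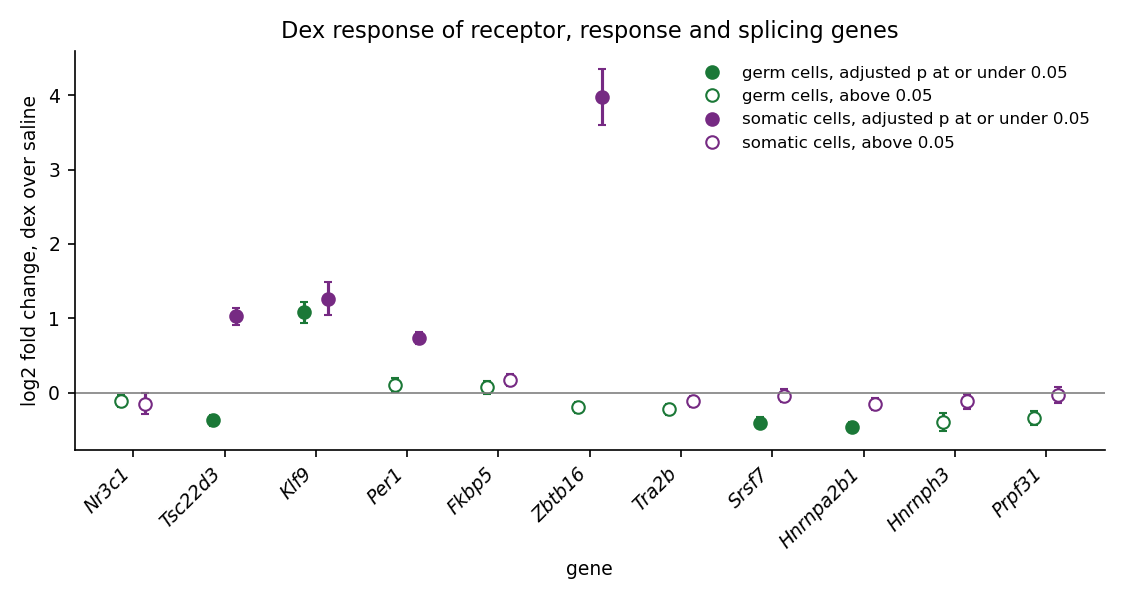
Log2 fold change of dex over saline with its SE (3 libraries against 3) for the 11 fixed genes in germ cells (green) and somatic cells (purple), with filled symbols where the adjusted p was at or under 0.05. Klf9 rose in both populations (1.08 and 1.27), and Tsc22d3 fell by 0.37 in germ cells and rose by 1.03 in somatic cells.

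The set tests ask whether genes of one function moved together. Splicing, mitosis, extracellular matrix and glucocorticoid response were terms the study had found in these libraries. Calls on the lists for them are therefore not independent evidence. In germ cells the SR and hnRNP list had a median log2 fold change of -0.18, 30 of 33 genes lower and a camera adjusted p of 1.6e-08, with the set average of all 3 dex libraries under every saline library. The core spliceosome list had a median of -0.15 (36 of 43 lower, adjusted p 1.8e-05) and the mitosis list -0.23 (40 of 40 lower, adjusted p 5.1e-10), again with 3 of 3 dex libraries under every saline library. The DNA replication list had a median of -0.087 (25 of 30 lower, adjusted p 0.000833, 2 of 3 dex libraries), and -0.039 with an adjusted p of 0.102 without dex replicate 2. The glucocorticoid response, collagen and ribosomal protein lists were not called in germ cells (medians 0.071, 0.043 and -0.015; adjusted p 0.243, 0.3 and 0.351). The direction of these 3 rested on single libraries. The collagen median was -0.0073 without dex replicate 1. The glucocorticoid median was -0.020 without dex replicate 3 and -0.00026 without saline replicate 1. The ribosomal median was 0.034 without dex replicate 1, 0.0018 without saline replicate 3 and 0.0069 with library totals in place of TMM. Each of them was called in 1 fit: the collagens (0.14, adjusted p 0.0403) and ribosomal proteins (-0.080, adjusted p 0.0231) without dex replicate 3, and the glucocorticoid list (0.15, adjusted p 0.035) without saline replicate 3.

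In somatic cells the glucocorticoid response list had a median of 0.98, 15 of 17 genes higher and a camera adjusted p of 6.1e-11, with 3 of 3 dex libraries above every saline library. The mitosis list had a median of -0.25 (40 of 40 lower, adjusted p 2.8e-12) and the SR and hnRNP list -0.13 (29 of 33 lower, adjusted p 0.000322), each with 3 of 3 dex libraries under every saline library. The collagen and matrix list had a median of 0.23 (50 of 70 higher, adjusted p 0.000322, 1 of 3 dex libraries above every saline library), and the ribosomal protein list 0.12 (62 of 76 higher, adjusted p 6.3e-05, 2 of 3 dex libraries). The core spliceosome list was not called (median 0.019, adjusted p 0.784), and its median was -0.041 with library totals in place of TMM and -0.018 without saline replicate 2. The DNA replication list was not called either (median -0.083, adjusted p 0.167), and it was called at 0.0415 without dex replicate 2. The alternative that moved the calls most was an estimated correlation between genes, under which no set kept its call in either population, and the lowest adjusted p was 0.0849. Under the fry rotation test the SR and hnRNP (adjusted p 0.0119) and core spliceosome (0.0403) lists kept their calls in germ cells, and the glucocorticoid response (0.00457) and mitosis (0.00647) lists in somatic cells. Single genes called in these lists were few outside the glucocorticoid and collagen lists. In germ cells 4 SR and hnRNP genes were called over all genes and 19 adjusted over the list alone, 0 and 3 core spliceosome genes, 2 and 18 mitosis genes, 0 and 3 DNA replication genes, 3 and 3 glucocorticoid genes, 3 and 11 collagens and 0 and 0 ribosomal proteins. At an unadjusted p under 0.05 there were 15 core spliceosome, 8 DNA replication and 13 ribosomal genes. In somatic cells the counts were 11 and 13 for the glucocorticoid list, 1 and 1 for SR and hnRNP, 3 and 26 for mitosis, 21 and 39 for collagens (16 of the 21 higher), 1 and 1 for DNA replication, and 0 and 0 for both core spliceosome and ribosomal genes (1 and 17 at an unadjusted p under 0.05).

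All 17 splicing factors on the study's list were lower in dex germ cells, with a median of -0.33, 6 called over all genes and 17 adjusted over the list alone. Because they were picked from these libraries as lower, this is not independent evidence. In somatic cells 15 of 16 were lower, with a median of -0.12, 0 called and 2 at an unadjusted p under 0.05.

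**Figure D3:**
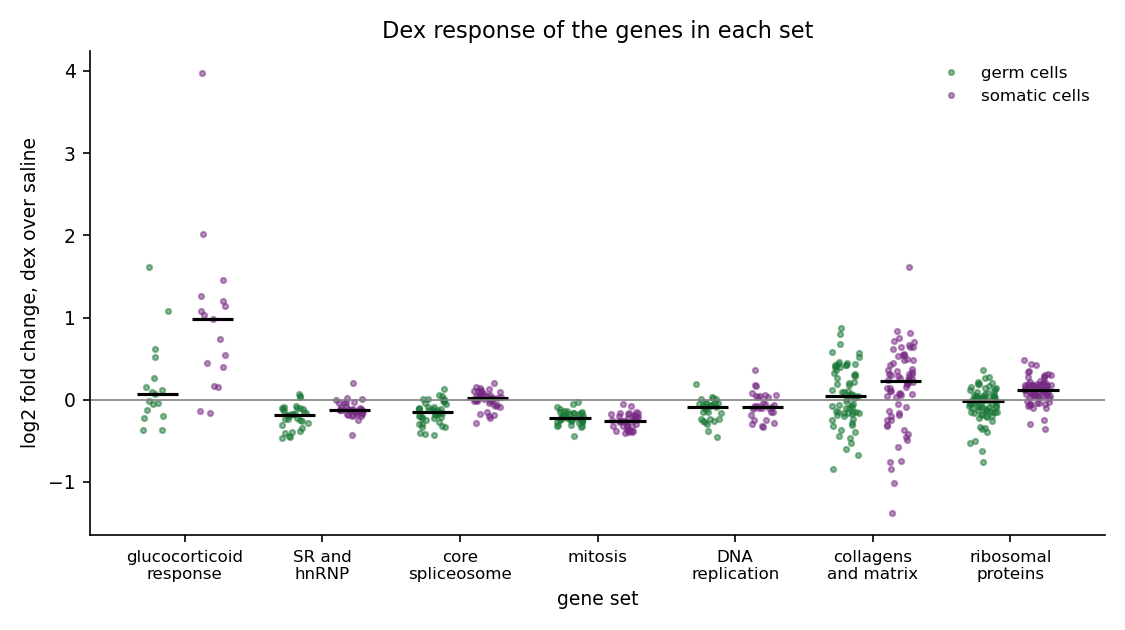
Log2 fold change of dex over saline for each gene of the tested sets in germ and somatic cells, with a line at the median. The glucocorticoid response set has medians of 0.071 in germ and 0.98 in somatic cells, the mitosis set -0.23 and -0.25, and the SR and hnRNP set -0.18 and -0.13, while the ribosomal median in germ cells (-0.015) and the core spliceosome median in somatic cells (0.019) change sign with library totals in place of TMM.

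The overlap of calls asks whether the populations respond through the same genes. Of 15130 genes tested in both, 26 were called in both where 7.68 would be by chance (odds ratio 3.88, Fisher's exact test, two-sided, p 5.1e-08). Their direction was shared in 24, of which 16 were higher and 8 lower. The other pair were Tsc22d3 and Lama3, and Lama3 (named after its values were seen) changed by 0.43 in germ and -0.49 in somatic cells. With DESeq2, which moved the count most upward, 82 genes were called in both, 64 of them with the same sign. With library totals in place of TMM 30 were called in both, 23 of them with the same sign. Leaving out replicate 1 of every group gave 0 genes (257 at an unadjusted p under 0.05 in both), replicate 2 gave 8 and replicate 3 gave 14. Of the germ calls tested in both, 130 of 195 had the same sign in somatic cells, and of the somatic calls 386 of 596 had the same sign in germ cells. Across all 15130 genes Pearson's r of the log2 fold changes was 0.129 and Spearman's rho 0.104, and genes are not independent replicates. The Fisher test assumes independent calls, but germ and somatic libraries of one number probably share a pool of testes. The p of the Fisher test may therefore be too small.

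**Figure D4:**
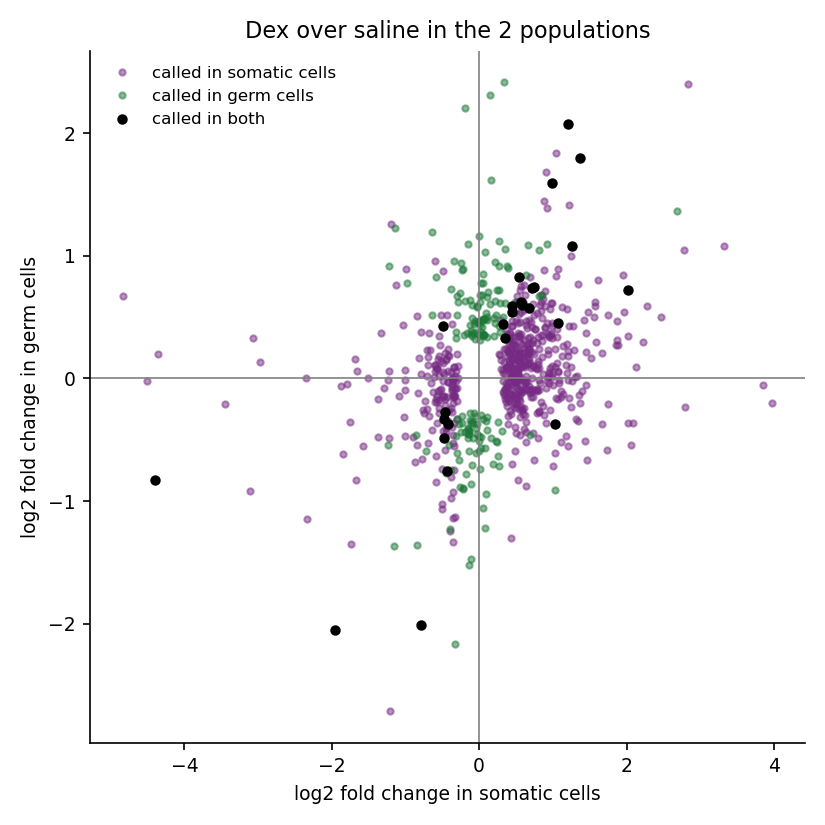
Log2 fold change of dex over saline in somatic cells (x axis) and germ cells (y axis) for genes tested in both, coloured by whether they were called in somatic cells, germ cells or both. Of the 26 genes called in both, 24 lie in the quadrants of shared direction.

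The contrast of the dex effects asks which responses differed between germ and somatic cells. edgeR tested 20551 genes and called 170, of which 85 were more positive in germ cells and 85 more negative, and 103 differed by at least 1 on the log2 scale. At an unadjusted p under 0.05 there were 2730 genes. The count moved most when every gene with a count was tested, to 706, and it was 620 with DESeq2. It was 79 without somatic saline replicate 3, 81, 98 and 107 without germ saline replicates 1, 2 and 3, 87 and 110 without germ dex replicates 1 and 3, and 94 and 104 without somatic dex replicates 2 and 3. It was between 131 and 172 without 1 of the other libraries. Fewer genes were called with the replicate number within a treatment as a block. The main contrast does not allow for a pool of testes that germ and somatic libraries of one number probably share. Of the 11 fixed genes 3 were called, over all genes and adjusted over the list alone: Zbtb16 with a difference of -4.11 ± 0.35 (SE, edgeR adjusted p 1.5e-05), Tsc22d3 with -1.37 ± 0.13 (adjusted p 3.2e-05) and Per1 with -0.60 ± 0.12 (adjusted p 0.0282). The first pair kept an adjusted p under 0.05 in all 12 fits that left out 1 library. Per1 lost its call in 9 of the 12, with an adjusted p of up to 0.0753, and the range over its alternatives was 0.00075 to 0.0753. Per1 also lost its call with the replicate number as a block. The difference of Klf9 was -0.15 (adjusted p 0.907), and 0.025 without somatic saline replicate 1. The difference of Nr3c1 was 0.076 (adjusted p 0.949), and it turned to -0.11 without somatic saline replicate 2 and -0.0061 without somatic dex replicate 3. The difference of Fkbp5 was -0.062 (adjusted p 0.926), and 0.022 without germ saline replicate 3.

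Il1r2 (ENSMUSG00000026073, chromosome 1, 40074079 to 40125231) had a difference of -3.88 ± 0.50 (adjusted p 0.00123). It was at 1.65 ± 0.460 CPM in dex somatic cells and at or under the floor in all saline somatic libraries, hence at least 12.015-fold higher with dex, and at 11.2 ± 2.36 and 11.6 ± 1.65 CPM in dex and saline germ cells. Besides Zbtb16, which had no group at the floor, the other genes named by the rule each had one group there. Spint1 (ENSMUSG00000027315, chromosome 2, 119237362 to 119249527), Ccdc113 (ENSMUSG00000036598, chromosome 8, 95534085 to 95558890) and Rbmxl2 (ENSMUSG00000073894, chromosome 7, 107209445 to 107210916) had 0 counts in all dex somatic libraries. They were at least 2.29-fold, 1.42-fold and 2.09-fold lower there than in saline somatic cells, where their means were 0.338, 0.209 and 0.308 CPM. Fshr (ENSMUSG00000032937, chromosome 17, 88985170 to 89200612) was at least 3.83-fold lower in dex germ cells than in saline germ cells, where it stood at 0.526 ± 0.128 CPM, against 49.2 ± 2.68 CPM in saline somatic cells. Their fitted differences were 6.21, 5.65, 5.55 and -3.25 with adjusted p of 0.0496, 0.0392, 0.0304 and 0.0385. Leaving out 1 of the 12 libraries took these over 0.05 in 11 of 12 fits for Spint1 (up to 0.118), 11 for Ccdc113 (up to 0.0869), 9 for Rbmxl2 (up to 0.0766) and 8 for Fshr (up to 0.12). Over all alternatives the adjusted p went from 0.00131 to 0.125 for Spint1, 0.00957 to 0.11 for Ccdc113, 0.00753 to 0.0766 for Rbmxl2 and 0.00902 to 0.12 for Fshr. Spint1, Ccdc113, Rbmxl2 and Fshr all lost their calls with the replicate number as a block.

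Among the sets, the median difference was -0.39 for the glucocorticoid response list (15 of 17 genes more negative in germ cells, camera adjusted p 2.8e-07), -0.12 for core spliceosome genes (33 of 43, adjusted p 0.00113) and -0.11 for ribosomal protein genes (60 of 79, adjusted p 0.00056). Under fry the first pair kept their calls (0.00511 and 0.0395) and the ribosomal proteins did not (0.562). Of the glucocorticoid response genes 9 were called, 8 more negative in germ cells and 1, Ddit4, more positive (1.49, edgeR adjusted p 0.0152). For the SR and hnRNP, mitosis, DNA replication and collagen lists the difference was not called (medians -0.050, 0.065, -0.0050 and -0.16; adjusted p 0.123, 0.269, 0.269 and 0.0757), and the DNA replication median turned to 0.041 with library totals in place of TMM. With the correction for GC content and gene length the SR and hnRNP difference was called (median -0.13, adjusted p 0.00202), and under fry it was not (0.66).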

Values the study reported

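The study called genes at an adjusted p-value of at most 0.05. In germ cells of dex-treated males it counted 63 altered splicing events, mostly skipped exons. By qRT-PCR on bulk testis of older pups, not sorted germ cells, it reported significant falls of Tra2b and Srsf7 that grew with dose.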

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

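The tests of carry-over between the sorted populations and of the share of stromal cells were chosen only after the results they concern had been seen. The tests of GC content were added after the data had been seen but before their own results, and the tests of other splits were not chosen from results. All results here came up because the dex effect differed between germ and somatic cells in the contrast over 12 libraries, for 8 named genes and 3 sets. With the replicate number as a block, which allows for a shared pool of testes, Spint1, Ccdc113, Rbmxl2, Fshr and Per1 lost their calls. For the count of 170 genes in that contrast, 2 of the 100 splits drawn (of 200) gave as many. One was the real split, and the other exchanged the labels of dex and saline in a single population, which turns the difference into a sum and gave 511 genes. The remaining splits gave at most 132.

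Zbtb16 (-4.11, adjusted p 1.5e-05), Tsc22d3 (-1.37, adjusted p 3.2e-05), Per1 (-0.60, adjusted p 0.0282) and Il1r2 (-3.88, adjusted p 0.00123) rose with dex in somatic cells, and in germ cells only Tsc22d3 of them was called, with a fall. The glucocorticoid response set differed in the same sense (-0.39, camera adjusted p 2.8e-07). Its member Ddit4 went the other way, with a called difference of 1.49 (edgeR adjusted p 0.0152). A GC and gene length correction left Zbtb16, Tsc22d3 and Per1 with edgeR adjusted p of at most 0.0122. It left the set with a median difference of -0.41 (camera adjusted p 2.64e-06). The median did not shrink, which argues against such trends as the whole cause. No more than 0.173% of the words of Zbtb16, Tsc22d3, Per1 and Il1r2 occur in another gene. Germ cell RNA in dex somatic libraries would bring Zbtb16, since germ cells hold much of it. The somatic level of Zbtb16 would need a germ share of 6.25%, and Ddx4, an abundant germ cell gene, gives a share of 0.0955% in dex somatic libraries. Leaving out 1 library took Per1 over the threshold in 9 of 12 fits, up to 0.0753 without germ saline replicate 1 (0.00075 to 0.0753 over its alternatives). A larger share of stromal cells was weighed for the rise of the set in somatic cells. Of the 11 set members called higher, 6 rose by more than every stromal marker, the largest of which was Des at 1.13, so a stromal shift is not the whole cause. The rises of Tsc22d3 (1.03) and Per1 (0.74) are under that limit, so a contribution of cell composition to these 2 genes stays open. For Zbtb16 a response of somatic cells that germ cells lack may be the reason, as a hypothesis found and tested on the same data. Its germ level in saline was already 342 CPM against 1.19 CPM in somatic cells, and whether that baseline limits a further rise was not tested.

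Spint1 (6.21, adjusted p 0.0496), Ccdc113 (5.65, adjusted p 0.0392) and Rbmxl2 (5.55, adjusted p 0.0304) had 0 counts in the 3 dex somatic libraries and means of 0.338, 0.209 and 0.308 CPM in saline somatic libraries. All 3 are germ cell genes here (122, 10.2 and 129.0 CPM in saline germ cells), so less germ cell RNA in dex somatic libraries was weighed. The 70 germ-enriched genes that are lowest in somatic cells gave a pooled germ share of 0.147% in saline and 0.0812% in dex somatic libraries, a log2 ratio of -0.86. The Ddx4 share went from 0.231% to 0.0955%. At these shares germ cell RNA would supply 53.008% to 83.3% of the saline somatic level of Spint1 and 61.5% to 96.6% of that of Rbmxl2, and the fall of the shares accounts for 16.7% to 40.6% and 30.9% to 60.6% of their falls. For Ccdc113 it would supply 7.18% to 11.3%, too little at these shares. For Spint1 and Rbmxl2 less carry-over is a candidate explanation of part of the fall. At these counts it cannot be told apart from a loss of expression, where only falls of at least 2.29-fold, 1.42-fold and 2.09-fold can be stated. Of 85 genes with a positive difference, 15 had dex somatic libraries all at or under the floor. Apart from Spint1 and Rbmxl2, germ cell RNA would supply at most 22.2% (Bin2) of the saline somatic level of any of these. Carry-over at these shares is too small for them, and no other cause was tested. Leaving out 1 library took the adjusted p as high as 0.118 for Spint1 (without somatic saline replicate 2), 0.0869 for Ccdc113 (without somatic saline replicate 1) and 0.0766 for Rbmxl2 (without somatic dex replicate 2). Over all their alternatives they ran from 0.00131 to 0.125, 0.00957 to 0.11 and 0.00753 to 0.0766. The fitted values of such genes depend on the prior count, and no biological explanation is offered for them.

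Fshr (-3.25, adjusted p 0.0385) is a Sertoli cell gene, at 49.2 CPM in saline somatic cells and 0.526 CPM in saline germ cells. Somatic RNA at the share given by Amh, 0.677% in saline and 0.42% in dex germ libraries, would supply 63.4% of the saline germ level of Fshr. The fall of that share accounts for 31.9% of the fall of Fshr, and it would leave 0.18 CPM in dex germ libraries, where 0.0466 CPM was seen. Its adjusted p rose to 0.12 without germ dex replicate 2 (0.00902 to 0.12 over its alternatives). Less somatic RNA at the Amh share is thus too small to be the whole cause, but with so few counts (0, 0 and 3 in dex germ libraries) carry-over and a loss of expression cannot be told apart.

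The core spliceosome set (-0.12, camera adjusted p 0.00113) and the ribosomal protein set (-0.11, adjusted p 0.00056) were also more negative in germ cells. After the GC and gene length correction their adjusted p were 0.000158 and 0.00508, and the SR and hnRNP set, which was not called without it, had a median difference of -0.13 and an adjusted p of 0.00202. The correction left median differences of -0.17 for the core spliceosome set and -0.14 for the ribosomal set. These did not shrink, which argues against GC content and gene length as the whole cause of the medians. The adjusted p cannot decide this, since camera at the preset correlation was liberal on the splits within populations. Under fry the adjusted p of the difference was 0.0395 for the core spliceosome set, 0.562 for the ribosomal set and 0.66 for the SR and hnRNP set. A change in the mix of somatic cells was not tested for these sets, and no biological explanation is offered.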

How the results depend on the processing

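The GC and gene length correction and the thinning of libraries were the only tests among these alternatives chosen after the data had been seen. Of the counts of called genes, the comparison of germ with somatic cells in saline stayed within 1.5 times under every alternative run, from 10805 to 16347. Under library totals the other counts did too, as did those in germ cells, in somatic cells and for the difference under DESeq2 size factors, which were not run for genes called in both. The count in germ cells (231) was 767 with every gene that had a count, 675 with DESeq2, 142 with all 12 libraries fitted together, 12 and 6 with limma-trend on log2(FPKM + 1) and log2(FPKM + 0.1), and 414 with the GC and gene length correction, which kept 227 of the 231 genes. The count in somatic cells (655) was 1061, 281 and 251 with every gene, log2(FPKM + 1) and log2(FPKM + 0.1). The count for the difference (170) was 706 with every gene, 262 with at least 10 counts in every library and 620 with DESeq2, and the 140 of its genes that pass the stricter filter all remained called there. The count of genes called in both (26) was 82 with DESeq2. The cause was not tested, except for the filters. The stricter filter tests fewer genes (13134 in place of 20551). In data simulated on the table of every gene, edgeR recovered 66.5% of 2-fold changes both filtered and unfiltered, with 10 and 7 false calls. That simulation does not account for the higher counts with every gene. Across the fits that each left out 1 library the counts lay from 49 to 265 in germ cells, 354 to 547 in somatic cells, 79 to 172 for the difference and 13964 to 14851 in saline. They lay from 0 to 14 for genes called in both when 1 replicate number was left out of all groups. Such fits have fewer libraries, and the count varied with which library was left out.

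The medians of the sets reversed with library totals for ribosomal proteins in germ cells (0.0069) and core spliceosome genes in somatic cells (-0.041), neither called. Under fry 5 sets lost their call with the same medians: mitosis (-0.23, adjusted p 0.13) and DNA replication (-0.087, 0.232) in germ cells, and SR and hnRNP (-0.13, 0.106), collagens (0.23, 0.232) and ribosomal proteins (0.12, 0.251) in somatic cells. With an estimated correlation the called sets lost their calls: in germ cells SR and hnRNP (-0.18, 0.18), core spliceosome (-0.15, 0.219), mitosis (-0.23, 0.452) and DNA replication (-0.087, 0.527), and in somatic cells glucocorticoid response (0.98, 0.0849), SR and hnRNP (-0.13, 0.452), mitosis (-0.25, 0.0849), collagens (0.23, 0.527) and ribosomal proteins (0.12, 0.527). These tests allow for correlation between genes, which the preset value of camera sets low. Leaving out 1 library moved the medians from -0.0073 to 0.14 for collagens, -0.020 to 0.15 for glucocorticoid response, -0.080 to 0.034 for ribosomal proteins and -0.17 to -0.039 for DNA replication in germ cells. In somatic cells they moved from -0.018 to 0.043 for core spliceosome genes and -0.11 to -0.059 for DNA replication. Among those fits 6 reversed, 4 gained a call and 1 lost one. The GC and gene length correction changed no direction or call of the 14 set tests within populations. Among the tests of the difference it added a call for SR and hnRNP genes (median -0.13, adjusted p 0.00202).

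Among named genes DESeq2 size factors and library totals changed no call or direction of the 65 results. DESeq2 added calls for 2. The GC and gene length correction lost 1 (Spint1, adjusted p 0.0512) and reversed the difference of Nr3c1 to -0.059. Leaving out 1 library lost 59 calls, gained 1 and reversed 9 results, none of them called. Their ranges were -0.00026 to 0.17 for Fkbp5 in germ cells, -0.23 to 0.016 for Nr3c1, -0.11 to 0.0064 for Srsf7 and -0.094 to 0.043 for Prpf31 in somatic cells, and for the differences -0.11 to 0.16 for Nr3c1, -0.40 to 0.025 for Klf9 and -0.15 to 0.022 for Fkbp5. The cause was not tested.

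The libraries share replicate numbers. Correlations of the deviations from the group means between libraries of the same number were at most 0.0444 across genes (from -0.0879), under the limit of 0.1, so the libraries were not treated as pairs. The saline germ and somatic libraries leave a doubt, since the same numbers gave 0.0367 to 0.0444 and other numbers -0.0284 to -0.00878. So do the genes of widest spread, which varied together in germ and somatic libraries of one number. The median correlation of these genes was 0.606 with the numbers of the labels and at most 0.302 with any other numbering. Germ and somatic libraries of one number therefore probably share a pool of testes, which the main fits do not allow for. For the difference and for saline the block was the number within a treatment, which allows for such a pool. Within a population it joined dex and saline libraries of one number, which does not, and for genes called in both a shared pool was not tested. With the replicate number as a block the counts were 65 in germ cells, 90 for the difference and 6 for genes called in both, and 669 in somatic cells and 14157 in saline. None of the 14 set tests within populations changed its call under the block, and the tests of sets on the difference were not run with it. Named genes that lost theirs were 7: Tsc22d3 (adjusted p 0.0885; 0.000684 to 0.132 over its alternatives) and Srsf7 (0.0832; 0.000641 to 0.134) in germ cells, and the differences of Spint1 (0.125; 0.00131 to 0.125), Ccdc113 (0.11; 0.00957 to 0.11), Rbmxl2 (0.0622; 0.00753 to 0.0766), Fshr (0.0832; 0.00902 to 0.12) and Per1 (0.0546; 0.00075 to 0.0753). The block uses up degrees of freedom of 3 libraries against 3.

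Depth limits the genes near the floor, such as Spint1, Ccdc113, Rbmxl2 and Fshr, whose folds are lower bounds. With simulated data at this depth edgeR recovered 62.5% of 2-fold changes, so the absence of a call does not mean the absence of a change.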

Other observations

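The tests of depth and GC content were added after the data had been seen, though before their own results. The tests of other splits and of shared sequence among called genes also came before their results. The other tests here were chosen only after the result was seen, including those on Hoxb genes, carry-over, cell composition, Sumo2, Srp54b and the genes of widest spread.

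For both dex comparisons and for germ against somatic cells in saline, 1 of the 10 splits of the 6 libraries into 3 and 3 gave as many genes, the real one. The other splits gave at most 9 genes in germ cells, 1 in somatic cells and 0 in saline. With 10 splits the share cannot go under 0.1, which limits what the share can show, while the real counts of 231, 655 and 14441 lie far above those of the other splits. Genes called in both populations were as many in 1 of 100 pairs of splits, and the other pairs gave at most 1. Most of these pairs split the populations differently, which does not test a pool shared by both. For the sets the preset correlation was liberal here: 5 of the 10 splits in germ cells and 3 of the 10 in somatic cells had as many sets past the threshold, so the number of called sets cannot be told apart from chance. The medians of single sets have the same limit of 0.1. In germ cells the SR and hnRNP, core spliceosome and mitosis medians, and in somatic cells the glucocorticoid, SR and hnRNP, mitosis and DNA replication medians, were as large in 1 of 10 splits, the real one. Some of these were close to another split, with 0.22 beside -0.23 for mitosis in germ cells and 0.12 beside -0.13 for SR and hnRNP in somatic cells. The called medians of collagens and of ribosomal proteins in somatic cells were as large in 2 of 10 splits each, and that of DNA replication in germ cells in 4.

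Library depth was weighed by thinning all libraries to the smallest total, 18459692 counts, which left 224 genes called in germ cells (212 of them shared) and 663 in somatic cells (636 shared), against depth as the cause. Of the called genes, 10 of 231 and 31 of 655 have at least 20% of their words in another gene, under the share among all genes tested (8.35% and 8.36%), against copies as the main cause. After the GC and gene length correction the median was -0.19 for SR and hnRNP genes in germ cells (camera adjusted p 2.93e-09). For mitosis genes it was -0.22 in germ cells (camera adjusted p 5.25e-11) and -0.23 in somatic cells (6.95e-11). These medians moved little, which argues against such trends as the whole cause. Under fry the adjusted p of the mitosis set was 0.13 in germ cells and 0.00647 in somatic cells. A change in the mix of somatic cells was not tested for this set.

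Of the 94 genes lower in dex germ cells, 34 were higher in somatic than in germ cells in saline, so less somatic RNA in dex germ libraries was weighed. At the Amh share it would supply at least 50% of the saline germ level for 2 of the 94, Gstm2 (73.5%) and Inha (58.6%). The fall of that share, from 0.677% to 0.42%, accounts for 50.2% and 59.9% of their falls, so it is a candidate explanation for part of these. For the others carry-over at the Amh share is too small. That share need not hold for other somatic cells, since the stromal markers had a median of 0.37 in germ libraries and the Sertoli markers -0.52. For genes of other somatic cells carry-over is thus not excluded. Genes enriched in somatic cells had a median change of -0.24 in germ libraries (149 genes, 10th to 90th percentile -0.94 to 0.46).

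Several Hoxb genes were lower in dex germ cells, a pattern noticed after the values were seen. Of the 10 tested, Hoxb9 (-2.01, adjusted p 0.00959), Hoxb8 (-1.37, 0.00902), Hoxb6 (-1.36, 0.0306) and Hoxb5 (-1.004, 0.0426) were called, and Hoxb1 was at 0.034. At the Amh share, carry-over of somatic RNA supplies at most 3.61% of the saline germ level of a Hoxb gene. After the GC and gene length correction the Hoxb median was -0.96. These values argue against carry-over at that share and against such trends as the whole cause. A shared regulation of this cluster may be the reason, as a hypothesis found and tested on the same data. The levels are low, at most 17.6 CPM in saline germ cells (Hoxb4), and the call of Hoxb8 depended on saline replicate 1 (adjusted p 0.0662 without it; 5.3e-06 to 0.0662 over its alternatives).

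Marker genes of macrophages and lymphocytes fell in dex somatic libraries. All 10 macrophage genes tested were lower, with a median of -1.17 (4 called), and their summed level went from 78.99 ± 24.2 to 31.8 ± 6.54 CPM. The lymphocyte list had 5 of 5 tested genes lower (median -1.58, 2 called), and its sum went from 12.6 ± 2.87 to 2.93 ± 0.765 CPM. The erythroid list had 4 of 4 lower (-1.04, 2 called) and the Leydig list 8 of 9 (-0.34, 1 called), but the libraries overlapped in their sums (303 ± 79.1 to 179 ± 109 CPM and 900.3 ± 66.9 to 799 ± 86.3 CPM). The endothelial list went both ways. Of its genes 8 of 10 were lower (-0.47), 1 was called lower and 1 higher, and its sum rose from 437 ± 13.4 to 553 ± 75.2 CPM, with all 3 dex libraries above all saline libraries. The Sertoli list had 6 of 12 lower (-0.063, 0 called and 2 at an unadjusted p under 0.05), the germ cell list 5 of 7 (-0.31, 0 called and 0 at an unadjusted p under 0.05) and the Y-linked list 1 of 4 (0.016, or -0.043 with library totals, 0 called and 0 at an unadjusted p under 0.05). The peritubular and stromal list had 10 of 10 higher (0.39, 4 called), and 1 of its genes, Dcn, is also in the collagen and matrix list. The stromal median lies 1.56 above the macrophage median and their ranges are apart. The stromal markers are abundant, though, with a sum of 2987 CPM in saline somatic cells. They do not stand for a minor cell type, so a dilution of all minor cell types alike stays open. The 10 falls of macrophage genes together are consistent with a smaller share of macrophages, but lower expression in each macrophage would look the same in bulk RNA.

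A larger share of stromal cells was also weighed for the rise of collagens in dex somatic cells. Of 15 collagen and matrix genes called higher that are not stromal markers, 1 rose by more than every stromal marker, so expression and composition cannot be told apart for this list. That test was used in place of one on medians that decided nothing.

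In germ libraries the marker lists had medians of 0.039 (germ cell), -0.52 (Sertoli), -0.53 (Leydig), 0.37 (stromal), -0.12 (macrophage, 4 genes), -0.12 (lymphocyte, 3 genes), -0.11 (endothelial), -1.57 (erythroid, 3 genes) and 0.043 (Y-linked). The macrophage sum went against its median and rose from 13.4 ± 2.16 to 17.3 ± 1.41 CPM, with all dex libraries above all saline libraries. The Leydig sum hardly moved (137.4 ± 4.81 to 134.7 ± 7.34 CPM). The sums of the other lists moved in the sense of their medians. Of these lists 1 gene was called, in the Sertoli list. At an unadjusted p under 0.05 there were 2 germ cell, 3 Leydig, 2 stromal, 1 macrophage, 0 lymphocyte, 4 endothelial, 2 erythroid and 0 Y-linked genes. Xist changed by -0.39 in germ cells with no call (0 at an unadjusted p under 0.05) and stood at 5.86 ± 2.65 CPM in dex and 7.62 ± 1.53 CPM in saline germ cells, and at 0.0676 ± 0.117 and 0.426 ± 0.368 CPM in dex and saline somatic cells. The summed Y-linked genes stood at 115.5 and 115.3 CPM in germ cells and 243 and 247 CPM in somatic cells.

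Some genes named above share sequence with copies. Sumo2 rose in germ cells, 17.6% of its words occur in another gene, and its spread within somatic groups was in the top 0.103% of 8752 genes. The share is under the limit set (20%) while the spread is among the widest, so a change and a shift of reads between copies cannot be told apart. For Srp54b in somatic cells, with 88.7% shared words, the summed Srp54 family changed by a log2 ratio of -0.58 (30.5 ± 6.01 against 45.6 ± 9.80 CPM, with overlapping libraries), so reads assigned differently among copies are a candidate explanation for its fall of -3.11. Among the 25 genes with the widest spread within somatic groups, 17 have at least 20% of their words in another gene, against 3.82% of the other genes. These genes also varied together in germ and somatic libraries of the same replicate number. Their median correlation was 0.606, and 1 of the 36 numberings of the somatic libraries, the one of the labels, gave as large a value (the next was 0.302). This is consistent with differences between the pools of testes, such as sequence variants, that both sorted populations of a pool share.

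The deposited result tables give an adjusted p of exactly 1 to 362 genes in germ cells and 350 in somatic cells, while the highest adjusted p under 1 is 0.292 and 0.308. The smallest unadjusted p among these genes is 4.74e-07 and 2.06e-05. DESeq2 run here gave no adjusted p to 328 and 326 of them, and which of its filters left it out was not told apart. It called 675 and 905 genes, of which 666 and 904 are among the 677 and 908 called in the deposited tables. In those tables Klf9 has a log2 fold change of 1.08 in germ cells with an adjusted p of 1.6e-10, and Tsc22d3 has -0.37 with 0.000652.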
